A study of Homo sapiens with 15 samples. Its data were reported in "SETD2 loss in renal epithelial cells drives epithelial‐to‐mesenchymal transition in a TGF‐β‐independent manner" (2023).

How the data were processed

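ATAC-seq, in which the Tn5 transposase inserts sequencing adapters into accessible DNA, was performed on RPTEC, a human renal proximal tubule epithelial cell line kept under selection for hTERT. The labels assigned 15 libraries to 5 groups of 3: wild-type cells (WT), SETD2 knockout clones KO1 and KO2, and the clones Rescue1 and Rescue2, in which SETD2 was expressed again in knockout cells. SETD2 is the enzyme that trimethylates lysine 36 of histone H3.

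Reads were aligned by the authors to the human reference with BWA 0.7.13, and peaks were called with MACS2 2.2.7.1 for each library separately, without pooling replicates. Control tracks, removal of duplicate reads and exclusion of problem regions were not stated. Each list deposited by the authors holds the interval of a peak, a MACS2 score (10 times the −log10 q, cut to a whole number), the fold enrichment of the summit over the local background of the same library as a ratio, the −log10 p, the −log10 q and the summit position. The lowest −log10 q in every list lay just above the level of a q-value of 0.05, and every line held a distinct interval. These values compare a peak with the background of its own library, so they were used only to rank or filter peaks within a list and to solve the background level described below, never to compare the height of a region between libraries. The study tested read counts with DiffBind; such counts were not used here, and all comparisons below rest on whether a peak was called. A region without a called peak is therefore a region below the calling threshold, not a closed region.

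Coordinates are in hg38 and are given counted from 1. All 99 contigs of the lists were found by name in the reference, and no peak lay beyond the end of a contig. Peaks on chromosomes 1 to 22, X and Y were kept. Peaks of all 15 libraries that shared at least 1 bp were merged, and the 295008 merged regions that held a peak of at least 2 libraries formed the consensus, with a median width of 244 bp. A library occupied a region if at least 1 bp of it was under a peak of that library.

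The lists contain no read counts, so the depth of each library was described from the lists themselves. The fold enrichment and −log10 p of a peak fix the pileup at its summit and the background expected there. The genome-wide level that MACS2 expects at a base was taken from a background value shared by many peaks, though not by most. It was shared by 29.0% (Rescue1 replicate 2) to 38.6% (Rescue2 replicate 1) of the sampled peaks. This level scales with the number of reads and the fragment length used. The background was solved for 3000 peaks per library, with an answer for 100% of them in each library. Tested on 1957 simulated peaks, the method returned the right pileup for 100%. This description was added after the lists had been examined. Read depths stated by the study enter no calculation here, but the level had been compared with them by eye before it was adopted, so its choice was not independent of them. Precision of a count of regions is limited by calling at the threshold and by the number of libraries; no interval for counting error was computed for single regions.

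As in the study, KO was compared with WT and rescue with KO. Pooling the clones was a choice made here: KO was KO1 and KO2 (6 libraries), rescue was Rescue1 and Rescue2 (6 libraries), and WT had 3 libraries. Libraries of a clone are replicates of that clone and not independent clones, so tests over libraries describe these lines. Per-library values were compared by exact permutation tests of the library labels on the difference of means, two-sided by doubling the smaller tail. The smallest p is 0.0238 for KO against WT (84 splits), 0.00216 for rescue against KO (924 splits) and 0.1 for 3 libraries against 3.

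A region was called gained if all libraries of the first group and no library of the second held a peak, and lost in the opposite case. Fisher's exact test was run for each region with Benjamini-Hochberg adjustment. For counts expected without any difference, the occupancy of each region was shuffled over the 15 libraries in 20 draws. Calls were also counted under other splits of the same libraries. The 2 comparisons share the KO libraries, so an overlap between them is above 0 by construction. For this reason a held-out comparison was fixed as well: regions were defined on KO1 and WT alone, and the share of them with a peak was measured in KO2 and rescue libraries. Similarity of libraries was the Jaccard index of occupied consensus regions, tested by an exact sign-flip permutation test over the 6 rescue libraries (smallest p 0.0312).

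The calling rule was tested on simulated data with 200 regions changed in each direction among the 295008 regions, for KO against WT. With a peak detected in 100% of the libraries that should hold one, 100% of the changed regions were recovered. At 95% detection the all-or-none rule recovered 74.0% of the gained and 86.5% of the lost regions. At 90% detection it recovered 55.5% and 75.5%.

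Regions were annotated by their midpoint with GENCODE release 44 as promoter (within 1 kb of a transcription start), exon, intron or intergenic. Promoter shares were compared by Fisher's exact test against the other consensus regions that could have met the rule, which were those with a peak in all 6 KO libraries for gained and in all 3 WT libraries for lost regions. The intervals of odds ratios are 95% intervals. Peak coverage of 25 listed gene loci was the number of bases under peaks in the gene body and 10 kb on each side. For 14 listed consensus sequences, matches on either strand within 100 bp of the region midpoint were counted, and Mantel-Haenszel odds ratios over 10 strata of GC content were computed, with Benjamini-Hochberg adjustment over the 14. These strings are simpler than the position weight matrices of a motif library.

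SETD2, SOX2, POU2F2, PRRX1 and loci with an adjusted p under 0.05 were to be given in full. Single regions were named by rule: the 3 regions in each class of reversed regions with the highest mean within-library percentile of the authors' fold enrichment. One region that met this rule is not reported here. Tests, groups, lists, alternatives and this rule were fixed before the data were examined; tests added later are named where they are used. The alternatives were a −log10 q of at least 5, the 150000 best peaks of each library, all contigs, distinct intervals, cover of 50% of a region, windows of 250 bp on each side of summits, consensus rules of any library or of at least 3, a majority rule (peaks in at least 2/3 of one group and at most 1/3 of the other), single clones, regions defined on KO2, permutation within replicate numbers, promoters of 2 kb, other backgrounds, gene bodies with 2 kb, the number of peaks at a locus, motif counts without GC strata, in 50 bp windows or in distal regions, and leaving out each library in turn.

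Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used. The H3K36me3 and expression data of the study were not used here.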

Results

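To assess how loss and re-expression of SETD2 relate to chromatin accessibility, ATAC-seq peak lists of RPTEC WT, SETD2 KO and SETD2 rescue cells were compared. There were 3 libraries each of WT, KO1, KO2, Rescue1 and Rescue2. The lists held from 197527 peaks (WT replicate 2) to 266011 peaks (Rescue2 replicate 1). The genome-wide background level solved from the lists, which stands in for read depth, was 0.906 ± 0.166 reads per base (SD, n = 3) in WT, 0.854 ± 0.0877 (SD, n = 6) in KO and 0.985 ± 0.151 (SD, n = 6) in rescue libraries. Neither difference had a p under 0.05 (KO against WT, -0.052, exact permutation p = 0.595, and rescue against KO, 0.131, exact permutation p = 0.115). The sign of the first rested on WT replicate 1, without which it was 0.0438. Over all 15 libraries the level and the number of peaks had a Pearson r of 0.392 (permutation p = 0.146) and a Spearman rho of 0.271 (permutation p = 0.326). Without the 2 libraries farthest from the median level, r was 0.705 (permutation p = 0.00887). The pooled relation thus rested on which libraries were included. With deviations from the group means, r was 0.398. The labels give no sequencing batch.

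The SETD2 locus was examined first. The gene (chromosome 3, 47016428 to 47164113, minus strand) and its flanks had 4085 ± 342 bases under peaks (SD, n = 3) in WT, 4698 ± 458 (SD, n = 6) in KO and 5154 ± 679 (SD, n = 6) in rescue libraries. Neither difference had a p under 0.05 (exact permutation p = 0.0714 for KO against WT and 0.214 for rescue against KO, adjusted over the list alone 0.179 and 0.383). Of the 6 KO libraries, 4 were above every WT library, and of the 6 rescue libraries, 2 were above every KO library. Of the 21 coding exons of SETD2, a peak overlapped 4.33 ± 0.577 (SD, n = 3) in WT, 5.33 ± 0.816 (SD, n = 6) in KO and 5.83 ± 0.983 (SD, n = 6) in rescue libraries. An integrated SETD2 coding sequence would contribute reads to exons only. The rescue libraries held peaks over 5 to 7 exons and the KO libraries over 4 to 6, so the number of exons did not separate the groups. Single exons were looked at after the totals were seen and not tested: exon 20 had a peak in 3 Rescue1 libraries, 1 Rescue2 library and no WT or KO library, and exon 15 in all KO and rescue libraries and no WT library.

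The number of peaks on chromosomes 1 to 22, X and Y was 202669 ± 8446 (SD, n = 3) in WT, 221764 ± 17209 (SD, n = 6) in KO and 226599 ± 21820 (SD, n = 6) in rescue libraries. KO libraries had 19094 more peaks than WT libraries (exact permutation p = 0.0476). The estimate moved most with single clones, to 8942 for KO1 alone (exact permutation p = 0.2) and to 29247 for KO2 alone (exact permutation p = 0.1, the smallest that 3 against 3 libraries allow), and without KO2 replicate 3 it was 12517 (exact permutation p = 0.0714). Rescue libraries had 4835 more peaks than KO libraries, a difference within the spread between libraries (exact permutation p = 0.658), and its sign depended on Rescue2 replicate 1, without which it was -2883. The length under peaks was 51.7 ± 3.91 Mb (SD, n = 3) in WT, 55.9 ± 3.13 Mb (SD, n = 6) in KO and 58.3 ± 5.36 Mb (SD, n = 6) in rescue libraries. Neither the difference between KO and WT (4.19 Mb, exact permutation p = 0.119) nor that between rescue and KO (2.42 Mb, exact permutation p = 0.342) had a p under 0.05.

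**Figure D1:**
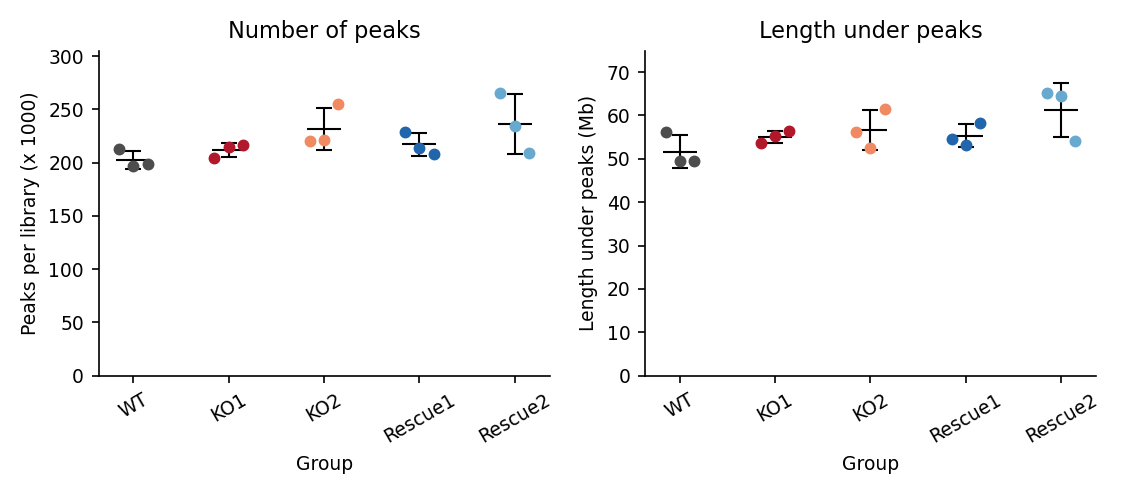
Number of peaks (left) and length under peaks (right, Mb) per library on chromosomes 1 to 22, X and Y. Points are the 3 libraries of each group, and bars are the mean and SD; the KO2 and Rescue2 libraries reach 254650 and 265193 peaks.

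Of the 295008 consensus regions, 104967 (35.6%) held a peak in all 15 libraries. In the KO against WT comparison, 14118 regions were gained and 7308 were lost. Shuffling the occupancy of each region over the libraries gave means of 204 ± 13.5 gained and 295 ± 21.3 lost regions (SD, 20 draws). No single region passed adjustment by Fisher's exact test (smallest adjusted p = 0.164), but with these group sizes none could unless 70241 regions reached the smallest possible p, and 21426 did; unadjusted p-values under 0.05 were found for 20527 gained and 11355 lost regions. In the rescue against KO comparison, 2684 regions were gained and 3655 were lost (7206 and 4685 for Rescue2 alone, and more gained than lost under the majority rule too, so which was larger depended on the clone and the rule), against 13.2 ± 2.86 and 14.2 ± 3.95 with shuffled occupancy (SD, 20 draws). Here too no region passed adjustment by Fisher's exact test (smallest adjusted p = 0.101; 12771 regions would have had to reach the smallest possible p, and 6339 did), while 7364 gained and 8241 lost regions had an unadjusted p under 0.05. The counts moved most with the majority rule, to 38044 gained and 28428 lost regions for KO against WT and to 22368 and 19933 for rescue against KO. With 150000 peaks kept in every library, 9449 regions were gained and 7788 lost in KO against WT, a ratio of 1.21 in place of 1.93. The excess of gained over lost regions was thus smaller when the lists had equal sizes, and it was 1.03 with equal lists and without WT replicate 2.

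The clones were also compared with WT one at a time. KO1 had 20823 gained and 14154 lost regions, KO2 24604 and 9519, Rescue1 19666 and 12759, and Rescue2 22933 and 7660. Clones of one kind also differed from each other. KO1 against KO2 had 3109 gained and 7521 lost regions, and Rescue1 against Rescue2 2160 and 7290. With 3 libraries on each side these counts carry no test.

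**Figure D2:**
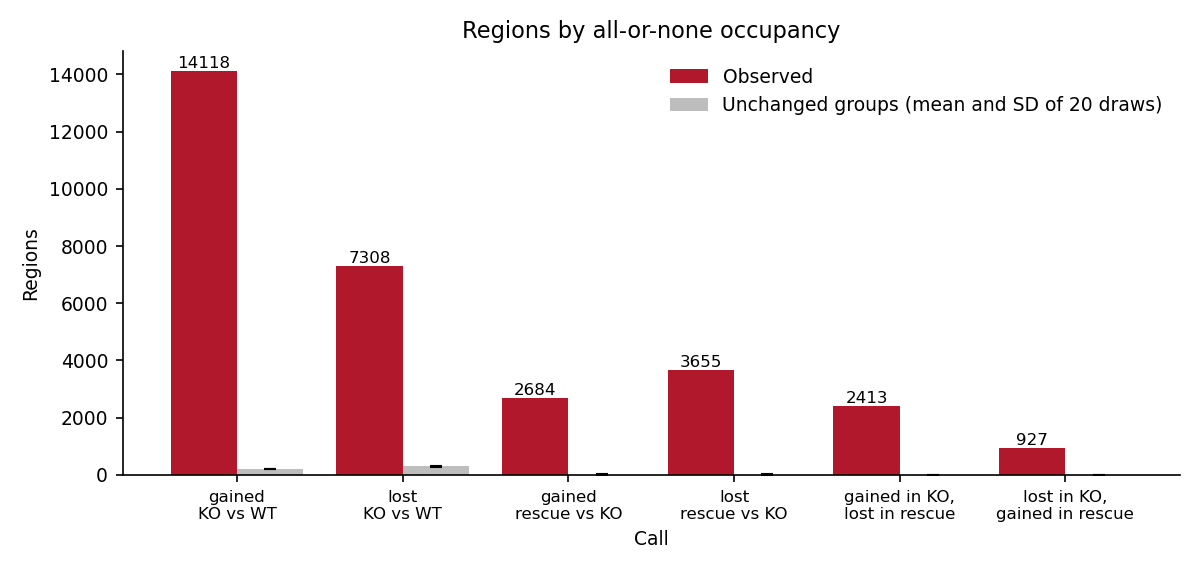
Number of consensus regions called by the all-or-none rule in each comparison (x axis) on a linear count axis. Red bars are the observed counts, and grey bars are the mean and SD of 20 draws in which the occupancy of each region was shuffled over the 15 libraries; the observed counts range from 927 to 14118.

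To ask how far re-expression of SETD2 reversed the changes, the calls of both comparisons were intersected. Of the regions gained in KO, 2413 (17.1%) were lost in rescue, and of the regions lost in KO, 927 (12.7%) were gained in rescue. Shuffled occupancy gave means of 2.70 and 2.30 such regions. Of the regions gained in KO, 64.9 ± 5.85% (SD, n = 6) held a peak in a rescue library, and 44.7% held one in all 6 rescue libraries. Of the regions lost in KO, 32.4 ± 7.98% (SD, n = 6) held a peak in a rescue library, and 41.7% held one in no rescue library.

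The region with the highest ranked fold enrichment among those gained in KO and lost in rescue lay between genes on chromosome 6 (91860985 to 91861742), followed by an intergenic region on chromosome 8 (34438799 to 34439339) and a region on chromosome 3 (118772562 to 118773124) in an intron of ENSG00000243276. Each held a peak in all 6 KO libraries and in no WT or rescue library. Among the regions lost in KO and gained in rescue, the first was an intergenic region on chromosome X (2174671 to 2175167), 44587 bp from DHRSX, where X and Y share sequence. It was followed by an intergenic region on chromosome 10 (123301135 to 123301905). These held a peak in all 3 WT and all 6 rescue libraries and in no KO library.

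In the held-out comparison, 20823 regions were gained in KO1. A peak was found in 79.2 ± 4.46% of them (SD, n = 3) in KO2 libraries and in 52.1 ± 5.43% (SD, n = 6) in rescue libraries, a difference of -27.1 percentage points (exact permutation p = 0.0238). Of the 14154 regions lost in KO1, a peak was found in 30.8 ± 6.86% (SD, n = 3) in KO2 libraries and in 48.6 ± 8.51% (SD, n = 6) in rescue libraries, a difference of 17.8 percentage points (exact permutation p = 0.0238). Both p-values are the smallest these groups allow, and no rescue library overlapped the KO2 libraries in either measure. Defining the regions on KO2 moved the first difference most, to -12.0 percentage points (exact permutation p = 0.0714).

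**Figure D3:**
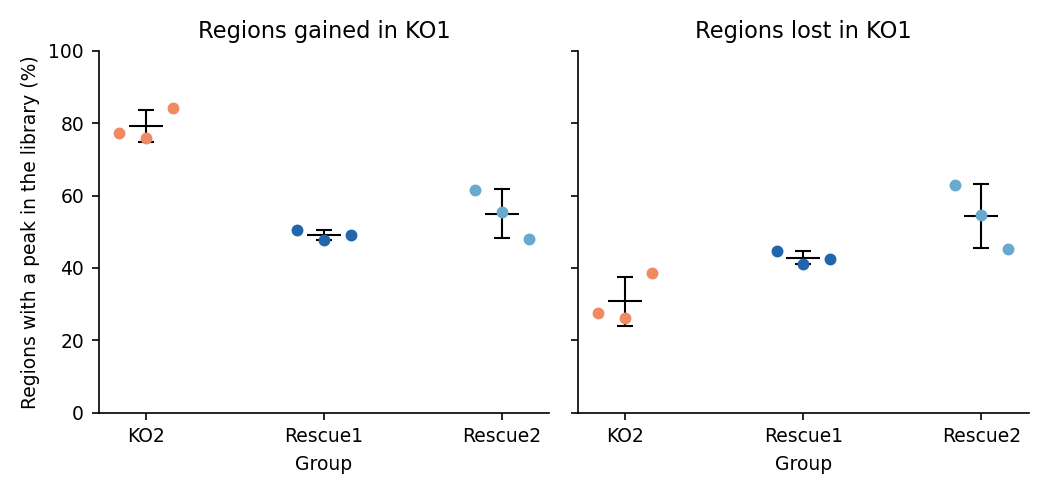
Percentage of the regions gained (left) or lost (right) in KO1 relative to WT that held a peak in each KO2, Rescue1 and Rescue2 library. Points are libraries and bars the mean and SD of 3; rescue libraries lie below KO2 libraries for gained regions, at 47.7% to 61.6% against 76.0% to 84.3%, and above them for lost regions.

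From correlations of genome-wide signal, the study placed rescue cells with WT cells, though in separate subclusters, and apart from the KO clones. Called peaks were compared here by another measure, the Jaccard index. The mean Jaccard index between libraries of one group ranged from 0.788 (Rescue2) to 0.807 (Rescue1). The mean index between WT and KO libraries was 0.618 for KO1 and 0.628 for KO2, and that between KO1 and KO2 libraries was 0.731. Rescue libraries had a mean index of 0.640 with WT, 0.647 with KO1 and 0.692 with KO2 libraries. The index with WT minus the mean index with all KO libraries was -0.0297 ± 0.00326 (SD, n = 6) and was below 0 in each of the 6 rescue libraries (exact sign-flip permutation p = 0.0312, the smallest possible). The 6 values share their reference libraries and come from a pair of clones. Across the alternatives that changed the threshold, the lists or the regions, the difference lay between -0.0370 and -0.0276. It depended far more on the clone: the index with WT minus that with KO1 was -0.00719 ± 0.00393 and with KO2 -0.0523 ± 0.00799 (SD, n = 6), both below 0 in each rescue library.

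**Figure D4:**
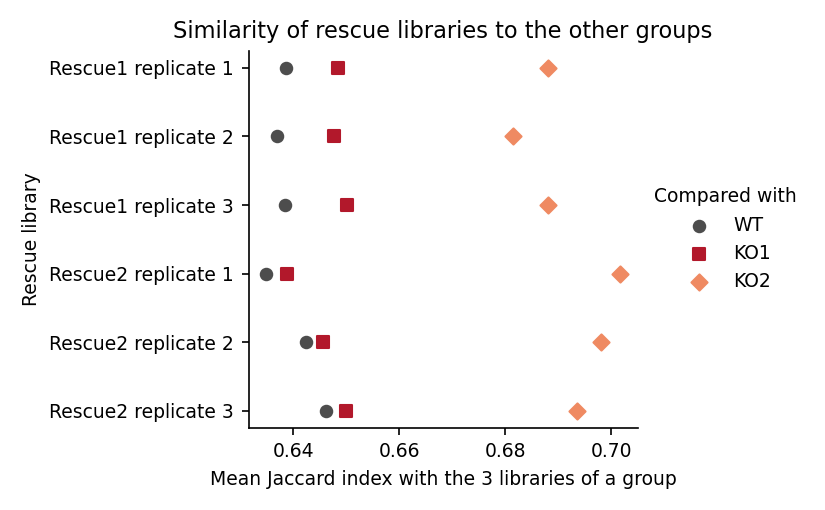
Mean Jaccard index of occupied consensus regions of each rescue library (y axis) with the 3 WT, 3 KO1 and 3 KO2 libraries (x axis, which does not start at 0). In each of the 6 rescue libraries the index was highest with KO2 and lowest with WT.

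Called regions were annotated to genomic features. Promoters held 8.48% of the regions gained in KO and 22.5% of the other regions with a peak in all 6 KO libraries, an odds ratio of 0.320 (95% interval 0.301 to 0.340). Of the regions lost in KO, 13.2% were in promoters, against 21.7% of the other regions with a peak in all 3 WT libraries, an odds ratio of 0.545 (95% interval 0.509 to 0.584; Fisher's exact test, p = 9.94e-76). Exons held 4.14% of the gained and 3.63% of the lost regions, introns 53.0% and 53.9%, and intergenic sequence 34.4% and 29.3%. Among the regions gained in KO and lost in rescue, 7.54% were in promoters and 39.7% were intergenic. The direction depended on the background: against all bases of chromosomes 1 to 22, X and Y in place of regions that could have been called, the odds ratio was 1.20 for gained and 1.95 for lost regions. Regions are not independent replicates, so these p-values and intervals describe the sets of regions.

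Peak coverage was then compared at the 25 gene loci. In KO against WT, no locus had an adjusted p under 0.05 (smallest adjusted exact permutation p = 0.085, over the list alone). This could not have been otherwise for a few loci, since 12 of the 25 must reach the smallest possible p of 0.0238 (exact permutation) for any to pass, and 7 did. The unadjusted exact permutation p was under 0.05 at 9 loci, with more bases under peaks in KO at 6 of them and fewer at 3. Of those at the smallest p, PRRX1 and PDGFRA are given below, and the others were CDH1, MUC1, SALL1, WNT2 and LGR5. At these others rescue did not differ from KO past the threshold (adjusted exact permutation p from 0.138 at LGR5 to 0.981 at CDH1). Pooling hid a difference between clones at LGR5 (KO 4757, Rescue1 3172, Rescue2 4647 bases) and SALL1 (1929, 1534 and 1885). At both, 4 of 6 rescue libraries were below all KO libraries. At CDH1, MUC1 and WNT2, at most 2 rescue libraries lay past the KO libraries on the WT side. These clone values were not tested. In rescue against KO, 6 loci had an adjusted p under 0.05, adjusted over the list alone, with 4 higher and 2 lower. This count moved most with the stricter threshold, to 11, and with KO2 alone, to 0, where the same limit holds and 3 loci reached the smallest p. It was 3 without KO1 replicate 1, KO1 replicate 2, KO2 replicate 2, Rescue1 replicate 3 or Rescue2 replicate 1.

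PRRX1 (chromosome 1, 170662728 to 170739421) had 1730 ± 225 bases under peaks (SD, n = 3) in WT, 2576 ± 168 (SD, n = 6) in KO and 1437 ± 159 (SD, n = 6) in rescue libraries. All 6 KO libraries were above the WT libraries (exact permutation p = 0.0238, adjusted p = 0.085), and all 6 rescue libraries were below the KO libraries (exact permutation p = 0.00216, adjusted p = 0.018). PDGFRA (chromosome 4, 54229280 to 54298245) had 2709 ± 165 bases in WT (SD, n = 3), 3883 ± 311 in KO (SD, n = 6) and 3122 ± 224 in rescue libraries (SD, n = 6), with the same p-values in both comparisons. ZEB1 (chromosome 10, 31318495 to 31529814) had 3201 ± 498 bases in WT (SD, n = 3), 3252 ± 236 in KO and 4021 ± 376 in rescue libraries (SD, n = 6), higher in all 6 (exact permutation p = 0.00216, adjusted p = 0.018). DLG1 (chromosome 3, 197042560 to 197299330) had 6747 ± 884 bases in WT (SD, n = 3), 5936 ± 354 in KO and 7672 ± 726 in rescue libraries (SD, n = 6; exact permutation p = 0.00433, adjusted p = 0.0271), and 5 of 6 rescue libraries were above all KO libraries. TJP1 (chromosome 15, 29699367 to 29968915) had 10986 ± 901 bases in WT (SD, n = 3), 12014 ± 479 in KO and 13248 ± 671 in rescue libraries (SD, n = 6), and IL6 (chromosome 7, 22725884 to 22732002) had 2682 ± 45.8 (SD, n = 3), 2638 ± 230 and 3002 ± 98.7 (SD, n = 6), each with rescue above KO, an exact permutation p of 0.00649, an adjusted p of 0.0271 and 4 of 6 rescue libraries above all KO libraries.

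SOX2 (chromosome 3, 181711925 to 181714436) had 1304 ± 173 bases under peaks in WT (SD, n = 3), 1294 ± 103 in KO and 1282 ± 100.1 in rescue libraries (SD, n = 6), and the exact permutation p was 0.881 for KO against WT and 0.844 for rescue against KO. POU2F2, which encodes OCT2 (chromosome 19, 42086110 to 42196585), had 6424 ± 545 bases in WT (SD, n = 3), 6746 ± 456 in KO and 6583 ± 642 in rescue libraries (SD, n = 6; exact permutation p = 0.405 and 0.619). Differences at these loci were within the spread between libraries. Bases under called peaks do not measure the height of a peak, so a change of signal within peaks that were called throughout was not detectable by this measure.

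Finally, the 2413 regions gained in KO and lost in rescue were compared with the 137167 other regions with a peak in all 6 KO libraries for 14 consensus sequences. Within GC strata, 5 were more frequent and 3 less frequent with an adjusted p under 0.05. The POU octamer ATGCAAAT, bound by OCT2, was found in 4.35% of the reversed and 1.43% of the other regions (odds ratio 2.38, 95% interval 1.94 to 2.91). The odds ratio was 2.25 (95% interval 1.89 to 2.67) for the C/EBP, 1.73 (1.48 to 2.03) for the FOX, 1.48 (1.26 to 1.74) for the NF-kB and 1.21 (1.07 to 1.37) for the RUNX sequence. CTCF was less frequent, at 0.332% against 3.74% (odds ratio 0.0981, 95% interval 0.049 to 0.196), as were ETS (0.627, 0.421 to 0.933) and TEAD (0.795, 0.651 to 0.971). The SOX sequence (odds ratio 0.949, 95% interval 0.813 to 1.11), the PRRX-type homeobox sequence (0.984, 0.869 to 1.11) and the interferon response sequence bound by STAT2 (0.909, 0.727 to 1.14) did not differ. Without GC strata the homeobox sequence had an odds ratio of 1.40, and in windows of 50 bp one of 0.782. The number of more frequent sequences lay between 4 and 6 across the alternatives.

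**Figure D5:**
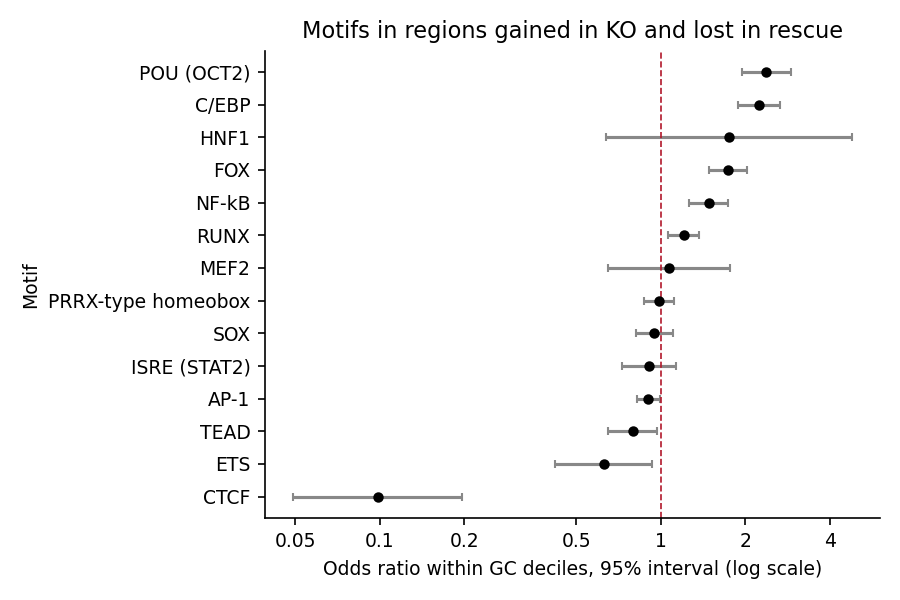
Odds ratios of 14 consensus sequences in the 2413 regions gained in KO and lost in rescue, relative to the other regions with a peak in all 6 KO libraries, within GC strata (log axis). Points are Mantel-Haenszel estimates, bars are 95% intervals, and the dashed line marks an odds ratio of 1; the POU octamer lies highest at 2.38 and CTCF lowest at 0.0981.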

Values the study reported

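By differential analysis of reads, the study reported 67 346 ATAC-seq peaks gained and 25 108 lost in SETD2 KO relative to WT cells. For rescue relative to KO cells it gave 19 114 gained and 34 053 lost peaks. It counted 20 555 peaks that were gained in KO and lost in rescue, and 6591 that were lost in KO and gained in rescue. One legend ties the 25 108 lost peaks to KO2 alone, and whether the clones were pooled is not stated.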

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

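Of 62 sets of 6 libraries examined for a library far from the others (KO and rescue, for 6 library measures and 25 gene loci), 3 stood out, which is about what chance gives at 1 in 20. The comparison with a library of similar background level and the length of the list behind the PRRX1 value were chosen after their values were seen; the tests with equal lists and with the stricter threshold were written before theirs were. The only biological factor of the design that applies here is the clone, which differs from the other clone in more than SETD2 and stays open as untested.

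KO2 replicate 3 had 254650 peaks, far above the other 5 KO libraries (215187 ± 6764, SD). A greater depth of this library cannot be told apart from other causes: KO1 replicate 2 had a similar background level (0.954 against 0.967) and 214783 peaks, but it is one library of the other clone, and within KO2 the library with the highest level had the most peaks (levels of 0.83 and 0.748 with 220315 and 220784 peaks in the others). Calls near the threshold are a candidate explanation for part of the gap. At a −log10 q of at least 5, the gap to the next KO library relative to the range of the KO libraries was 0.573, which no longer set the library apart, but it still had the most peaks (198998 against 175596).

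The POU2F2 locus had 7621 bases under peaks in KO2 replicate 3, above the other KO libraries (6571 ± 173, SD). The larger list of this library may account for it, since with 150000 peaks in every library it had 5277 bases, below the 5551 to 6189 of the other KO libraries. The PRRX1 locus had 2253 bases under peaks in KO2 replicate 2, fewer than in the other KO libraries (2641 ± 61.4, SD). With lists of equal size it had 2026 bases and lay within the 1492 to 2244 bases of the others, but a short list is argued against, since its 220784 peaks were more than those of 4 other KO libraries. The cause stays open. That library was still above the WT libraries, and the comparisons of PRRX1 in the report do not rest on it.

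At the SNAI1 locus the KO clones moved in opposite directions from the WT mean of 1714 ± 168 bases (SD, n = 3). KO1 libraries had 1529 ± 68.7 bases (SD, n = 3), all below it, and KO2 libraries 1798 ± 39.7 (SD, n = 3), all above it, a difference of -269 bases that was not tested. Chance gives such a pattern at some loci, and this was 1 of 62 pairs of clones examined. Unequal list sizes are a candidate explanation, since with equal lists the clones had 1337 and 1219 bases, a difference of 118.0 bases in the other direction, and both lay below the WT mean of 1444.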

How the results depend on the processing

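Tested results were judged by their direction and the side of the threshold. Counts of regions, loci and sequences were judged only by whether they stayed within a fixed ratio of the main count, and the number of SETD2 exons by its SD. Results were compared under 169 combinations of a result with an alternative and under 297 in which a library was left out. Of the former 134 gave the same verdict, 9 were weaker, 2 stronger, 16 moved and 8 reversed; of the latter 269 gave the same verdict, 20 were weaker, 5 moved and 3 reversed. Taking distinct intervals changed nothing because every line already held one, which says nothing about stability.

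The larger number of peaks in KO than in WT was not firm. The difference was 12144 at the stricter threshold, 8942 for KO1 only and 29247 for KO2 only, none past the threshold, though 3 libraries against 3 cannot pass it. It ranged from 12517 to 23946 across the 9 fits that each left out one library, of which 8 had an exact permutation p above 0.05, with p from 0.0357 to 0.143; leaving out a WT library cannot give a p below 0.0714. The difference between rescue and KO became -5317 for KO2 only and ranged from -2883 (without Rescue2 replicate 1) to 11413 across the fits that left out one library. The cause was not tested.

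Replicate numbers did not pair the libraries: the correlation of deviations between libraries with the same number was -0.00014 on average (-0.057 to 0.0291). Permutation within replicate numbers, the block, has 27 splits for KO against WT and no p below 0.0741, so its p = 0.148 for the difference of 19094 peaks and its other results for KO against WT say nothing about stability. For rescue against KO, with 216 splits, it changed no call for which it was run.

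Under the majority rule the counts were 38044 gained and 28428 lost regions for KO against WT, 22368 and 19933 for rescue against KO, and 13845 and 8656 regions reversed in either direction. That rule admits more regions by construction, and in the simulation it called 14739 of the regions not set to change gained and 17411 lost. Those regions were drawn independently for each library at their observed share of occupied libraries. That share includes the real differences between groups, so these counts are not numbers of false calls in the data. Single clones also give more regions, since fewer libraries must meet the rule: 14154 lost for KO1 only; 24604 gained, 6777 lost in rescue and 4699 reversed for KO2 only; 5319 gained and 8045 lost for Rescue1 only; and 7206 gained and 4685 lost for Rescue2 only. The excess of lost over gained regions in rescue against KO was thus reversed under the majority rule and for Rescue2 alone, and it was gone without KO2 replicate 3 (3852 gained, 3847 lost).

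Retention of gained regions differed by -30.0 percentage points for Rescue1 only and -24.1 for Rescue2 only, and return of lost regions by 12.1 and 23.5, where 3 libraries against 3 cannot pass the threshold. With regions defined on KO2, retention differed by -12.0 (exact permutation p = 0.0714). Across the 15 fits that left out one library, retention ranged from -28.9 to -24.6, return from 14.9 to 21.7 and the similarity difference from -0.0363 to -0.0249. Retention and return cannot pass the threshold without a KO2 library (smallest p 0.0714), nor can the similarity difference without a rescue library (smallest p 0.0625); the other fits of these results that left out one library passed it.

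Against genome bases the promoter odds ratios were 1.20 for gained and 1.95 for lost regions; accessible regions of any kind lie in promoters more often than genome bases do, which this background leaves in. In KO against WT no locus passed under any of 7 alternatives or 15 left-out libraries, but at least 12 of the 25 loci would have to reach the smallest possible p, so these verdicts say nothing about stability. In rescue against KO the number of loci was 11 at the stricter threshold, 0 for KO2 only (under the same limit), 2 by number of peaks, and from 3 to 8 without one library. The SOX odds ratio was 1.01 with equal lists, 1.12 without GC strata, 0.712 against regions lost and regained and 0.921 under the majority rule, the last with an adjusted p of 0.0257. That of the homeobox sequence was 1.04 with summit windows, 1.40 without GC strata, 0.782 in windows of 50 bp, 1.11 against regions lost and regained, and from 0.949 to 1.03 without one library. Of these, only the 1.40, the 0.782 and the SOX value of 0.921 had an adjusted p under 0.05 (0.0193 for the 0.782), and the cause was not tested. The lists hold no reads, so a change in signal within a called peak cannot be seen here.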

Other observations

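The splits of the libraries, the strength bins, the equal lists for similarity and for chromosome 19, the GC deciles and the reordered octamers were tests written before their values were seen. The equal lists for gained against lost regions, the private regions, the comparison at equal background level, the zinc finger windows and genes and the return of chromosome 19 in rescue were chosen after the results were seen.

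The real grouping of the libraries gave more called regions than other groupings. Of the 84 splits of the 9 KO and WT libraries into 6 and 3, 1 (the real one) gave as many gained and 1 as many lost regions; the largest other counts were 2147 gained with KO1 set apart and 3774 lost with KO2 set apart. Of 100 splits drawn for the 12 rescue and KO libraries, 1 gave as many gained and 1 as many lost regions, and of 100 draws of 3 groups from all libraries, 1 gave as many regions reversed in each direction. Shuffling single libraries ignores that 3 libraries share a clone. With clones kept whole and KO1 and Rescue1 set apart, 475 regions were absent from these clones alone and 50 were found in them alone. With KO1 and Rescue2 set apart the counts were 91 and 63, and with KO1 and KO2 set apart 2684 and 3655. For the gene loci, 2 of 84 splits gave 9 loci with an unadjusted p under 0.05 for KO against WT, and 1 of 100 gave 6 loci with an adjusted p under 0.05 for rescue against KO. All libraries of a group share a clone or a pair of clones, so these counts do not separate SETD2 from other differences between clones.

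The counts of called regions differ from those of the study in method and in size. In KO against WT, 14118 regions were gained and 7308 lost here. Both are lower than the values quoted from the study above. In rescue against KO, 2684 regions were gained and 3655 lost here. Both are lower than the values quoted from the study above. The overlaps here were 2413 and 927 regions. Both are lower than the values quoted from the study above. The all-or-none rule needs the presence or absence of a call in every library, which a test on reads does not.

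KO libraries had more peaks than WT libraries on average, a difference that was not firm. At an equal background level the difference was 21601 peaks (exact permutation p = 0.0238, n = 9 libraries). It was from 14793 to 24753 in the 15 fits that left out one library (exact permutation p from 0.0238 to 0.0714, the latter the smallest possible without a WT library). The adjustment used a slope fitted within groups over all 15 libraries, where level and number of peaks had a Pearson r of 0.398. So loose a stand-in for depth can correct too little, so depth as the whole cause cannot be excluded. The difference in level itself (-0.052) does not bear on this, as it was 0.0438 without WT replicate 1. More regions were gained than lost, at a ratio of 1.93. With equal lists the ratio was 1.21, and it was from 1.03 to 1.23 when one library was also left out. Lists of equal size draw the counts of gained and lost regions together whatever the cause. The fall of the ratio thus cannot tell unequal list sizes from a real difference in the number of accessible regions. The ratio with equal lists was not tested and was 1.03 without WT replicate 2.

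Regions gained in KO overlapped those lost in rescue more than independence within bins of KO peak strength would give. Weak peaks flickering around the calling threshold would give independent calls only if the regions of a bin were alike. Among the 139580 regions with a peak in all 6 KO libraries, the overlap of 2413 regions was 3.48 times that given by independence within 20 bins of strength (odds ratio 10.2, 95% interval 9.48 to 10.97). Strength was taken from the KO libraries alone, and regions of a bin can still differ in ways that tie the calls. Weak peaks are therefore not excluded here. For regions lost in KO and gained in rescue, the same ratio was 0.833. That test is void and weak peaks cannot be told apart there, because a consensus region with no KO peak must hold peaks in at least 2 WT or rescue libraries, which ties the calls. The return of regions lost in KO1, measured in libraries that did not define them, bears on the same question without this tie.

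The rescue libraries resembled KO2 more than KO1. The mean Jaccard index was higher with KO2 in 6 of 6 rescue libraries, by 0.0451 ± 0.0108 (SD, n = 6) and with equal lists by 0.0438, so list size is argued against. A candidate explanation is that both rescue clones were derived from KO2 cells. Of the 3774 regions with a peak in all KO2 and no KO1 or WT library, a rescue library held 51.0 ± 8.44% (SD, n = 6), against 10.8 ± 2.27% of the 2255 regions private to KO1, a difference of 40.2 percentage points. If so, rescue against the pooled KO clones mixes the effect of SETD2 with the difference between KO1 and KO2, and similarity to WT has to be read against KO2, where it was lower still (-0.0523 ± 0.00799, SD, n = 6). A shared feature of KO2 and rescue cells other than descent stays open.

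Chromosome 19 held 2.68 ± 0.0315% of the peaks in WT (SD, n = 3), 2.27 ± 0.0484% in KO and 2.70 ± 0.059% in rescue libraries (SD, n = 6). The share was lower in all 6 KO libraries than in any WT or rescue library (exact permutation p = 0.0238 and 0.00216). Of 24 chromosomes, 15 changed their share in KO against WT with an adjusted exact permutation p under 0.05 (7 higher, 8 lower). In rescue against KO, 14 did. The ratio of KO to WT was 0.846 for chromosome 19 and between 0.957 and 1.06 for the others. Next lowest were chromosomes 20, 22, 21 and 17 (0.957, 0.962, 0.964 and 0.969), whose ratios of rescue to KO were 1.06, 1.07, 1.03 and 1.05. Chromosomes 4 and 8 had the highest ratios of KO to WT, at 1.06 each. List size is argued against by an exact permutation p of 0.0238 with equal lists. GC content within 100 bp of the midpoints of lost regions is argued against by an odds ratio of loss on chromosome 19 of 2.004 (95% interval 1.78 to 2.26) within GC deciles. That test covers lost regions and not the share of peaks. GC content over longer stretches was not tested, so GC content as a cause of the lower share stays open. Fewer copies of the chromosome in KO cells are argued against, since the share in rescue lines, which were made from KO cells, was higher by 0.433 percentage points. Chromosome 19 carries many clusters of zinc finger genes, and loss within such clusters was weighed as a hypothesis. On the other chromosomes, windows of 1 Mb with at least 5 zinc finger genes also had raised odds of loss (2.004, 95% interval 1.42 to 2.82), but regions within zinc finger genes there had not (odds ratio 0.930, 95% interval 0.631 to 1.37). On chromosome 19 itself both had raised odds of loss, with 1.35 (95% interval 1.06 to 1.71) for the windows and 1.61 (95% interval 1.09 to 2.38) for the genes. Loss there was thus denser in the clusters, but whether the clusters are a cause cannot be told apart, as windows and genes gave different answers on the other chromosomes. They are not the whole cause, since outside such windows the odds ratio on chromosome 19 was still 1.81 (95% interval 1.56 to 2.11). A biological cause linked to SETD2 stays open as an untested hypothesis.

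The enrichment of the POU octamer in reversed regions was compared with that of the other orders of its letters to weigh base composition. Among 735 octamers made of the same letters without a CG step, 1, the octamer itself, had an odds ratio of 2.38 or more; the largest of the others was 2.03 and the median 0.968. Base composition alone is argued against. The octamer is shared by several POU proteins, so the test does not single out OCT2, and SOX and PRRX-type sequences showed no such enrichment.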
